# STAT5 is a key transcription factor for IL-3-mediated inhibition of RANKL-induced osteoclastogenesis

**DOI:** 10.1038/srep30977

**Published:** 2016-08-03

**Authors:** Jongwon Lee, Semun Seong, Jung Ha Kim, Kabsun Kim, Inyoung Kim, Byung-chul Jeong, Kwang-Il Nam, Kyung Keun Kim, Lothar Hennighausen, Nacksung Kim

## Abstract

Among the diverse cytokines involved in osteoclast differentiation, interleukin (IL)-3 inhibits RANKL-induced osteoclastogenesis. However, the mechanism underlying IL-3-mediated inhibition of osteoclast differentiation is not fully understood. Here we demonstrate that the activation of signal transducers and activators of transcription 5 (STAT5) by IL-3 inhibits RANKL-induced osteoclastogenesis through the induction of the expression of *Id* genes. We found that STAT5 overexpression inhibited RANKL-induced osteoclastogenesis. However, RANKL did not regulate the expression or activation of STAT5 during osteoclast differentiation. STAT5 deficiency prevented IL-3-mediated inhibition of osteoclastogenesis, suggesting a key role of STAT5 in IL-3-mediated inhibition of osteoclast differentiation. In addition, IL-3-induced STAT5 activation upregulated the expression of *Id1* and *Id2*, which are negative regulators of osteoclastogenesis. Overexpression of ID1 or ID2 in STAT5-deficient cells reversed osteoclast development recovered from IL-3-mediated inhibition. Importantly, microcomputed tomography and histomorphometric analysis revealed that STAT5 conditional knockout mice showed reduced bone mass, with an increased number of osteoclasts. Furthermore, IL-3 inhibited RANKL-induced osteoclast differentiation less effectively in the STAT5 conditional knockout mice than in the wild-type mice after RANKL injection. Taken together, our findings indicate that STAT5 contributes to the remarkable IL-3-mediated inhibition of RANKL-induced osteoclastogenesis by activating *Id* genes and their associated pathways.

Proper development and activity of osteoblasts and osteoclasts, which is responsible for bone formation and resorption, respectively, is crucial for healthy bone homeostasis. An imbalance between the numbers of the two cell types causes pathological problems such as osteopetrosis or osteoporosis, and many studies have aimed to understand the molecular mechanisms underlying osteoblast/osteoclast development and function.

Osteoblasts originate from mesenchymal stem cells, whereas osteoclasts differentiate from monocyte/macrophage lineage cells originating from hematopoietic stem cells. In *in vitro* culture systems, macrophage-colony stimulating factor (M-CSF) and receptor-activated nuclear factor kappa-B ligand (RANKL) can sufficiently aid in the development of osteoclasts^1^. *In vivo* studies revealed that RANKL overexpression causes osteoporosis. Conversely, RANKL knockout mice showed a striking osteopetrotic phenotype *in vivo*. Upon RANKL stimulation, RANK (RANKL receptor) recruits the adaptor protein TRAF6 and signal cascades are activated via the activation of signaling molecules such as ERK, JNK, P38 MAPK, and NF-κB^2^,^3^. Furthermore, RANKL increases the expression of the early osteoclastic gene, *c-Fos*, which in turn upregulates a master regulator of osteoclastogenesis, NFATc1^4^. NFATc1 can cooperate with other transcription factors such as PU.1 and Mitf, resulting in the induction of the expression of osteoclastic genes including *Oscar*, *Acp5*, *Ctsk*, and *Atp6v0d2*^5^,^6^,^7^.

Osteoclasts have been reported to be closely related to the immune system^7^. Osteoclast differentiation and function can be affected not only directly by immune cells but also indirectly via many cytokines produced by immune cells or other cell types. Pro-resorptive cytokines such as interleukin-1 (IL-1), TNF-α, and IL-17 strongly induce osteoclast formation and function. T cells produce various cytokines including interferon (IFN)-γ, IL-3, IL-4, and IL-10, which exert potent inhibitory effects on osteoclast differentiation^8^. IL-3, a cytokine secreted predominantly by activated T lymphocytes, serves as a link between the immune system and the hematopoietic system. Although studies using either organ culture or whole bone marrow cultures have revealed IL-3 to be a stimulator of osteoclastogenesis *in vitro*^9^,^10^, recent studies have shown that IL-3 irreversibly inhibits RANKL-induced osteoclast differentiation by downregulation of c-Fos expression, prevention of NF-κB signaling, and inhibition of RANK expression^11^,^12^. In addition, inhibitors of differentiation and DNA binding (Ids) are involved in the inhibition of RANKL-induced osteoclast differentiation and are known to be induced by IL-3. Thus, IL-3 negatively regulates osteoclast differentiation by regulating Ids and c-Fos expression^13^,^14^.

Signal transducers and activators of transcription (STATs) are a family of latent cytoplasmic proteins that are activated to participate in gene control when cells encounter various cytokines^15^. Seven known mammalian STAT proteins such as STAT1, 2, 3, 4, 5A, 5B, and 6 exist. STATs are activated by tyrosine phosphorylation following the binding of specific ligands to cognate receptors, leading to dimerization and subsequent translocation of the STATs to the nucleus^15^. Activated STATs bind to specific DNA motifs in regulatory regions and thereby control the transcription of genes that regulate cell proliferation, differentiation, apoptosis, and immune responses.

Two members of the STAT family, STAT5A and STAT5B (collectively called STAT5), have gained prominence owing to the fact that they are activated by a wide variety of cytokines such as IL-3 and granulocyte-macrophage colony-stimulating factor (GM-CSF), which are known to play important roles in the growth and differentiation of hematopoietic precursors^16^,^17^,^18^. Emerging evidence suggests that the STAT signaling pathway plays an important role in bone development and metabolism^19^. Recently, it was demonstrated that STAT5 negatively regulates bone resorption of osteoclasts by inducing Dusp gene expression^20^. However, although STAT5 has been shown to play a role in bone metabolism, the contribution of STAT5 to osteoclast differentiation has not yet been revealed.

In this study, the role of STAT5 in osteoclast differentiation and the underlying mechanism was investigated. The effect of IL-3 on osteoclast development were investigated in Mx1-Cre transgenic mice in which floxed Stat5 was specifically deleted. We discovered that the inhibitory effect of IL-3 on RANKL-induced osteoclastogenesis was dependent on STAT5 activation. In addition, STAT5 activation induced *Id* gene expression, resulting in the inhibition of osteoclast differentiation. Thus, we concluded that STAT5 inhibits osteoclast differentiation by controlling negative regulators upon IL-3 stimulation.

## Results

### STAT5 activation attenuates RANKL-induced osteoclast differentiation

To understand the role of STAT5 in osteoclast differentiation, we initially examined *Stat5* levels during RANKL-induced osteoclastogenesis using RT-PCR. When bone marrow-derived macrophage-like cells (BMMs) were cultured with M-CSF and RANKL, the expression of NFATc1, a master transcription factor for osteoclast differentiation, strongly increased. The mRNA expression of *Stat5a* and *Stat5b* was observed throughout osteoclastogenesis (Fig. 1A). Next, the effect of STAT5 on osteoclast differentiation was examined by overexpressing a constitutively active form of STAT5A (STAT5A1*6) in osteoclast precursors. STAT5A1*6 overexpression strongly attenuated RANKL-induced osteoclastogenesis (Fig. 1B) and resulted in a significant reduction in the number of TRAP-positive multinucleated cells (Fig. 1C). Consistently, the expression of RANKL-inducible osteoclastic genes including *c-fos*, *Nfatc1*, *Acp5*, and *Oscar* was significantly reduced by ectopic STAT5A1*6 expression (Fig. 1D). Correspondingly, c-Fos and NFATc1 protein levels were also decreased (Fig. 1E). Moreover, activated STAT5 attenuated pERK and p38 levels in the early stages of RANKL-induced osteoclast differentiation (Fig. 1F). These results suggest that active STAT5A inhibits osteoclastogenesis, which is accompanied by the reduced expression of genes associated with osteoclast differentiation.

### RANKL-induced osteoclast differentiation is not affected by STAT5 deficiency

Osteoclast differentiation in the absence of STAT5 was examined in cells obtained from MX1-Cre recombinase-mediated *Stat5* conditional knockout (cKO) mice, targeting both STAT5 isoforms in osteoclasts. We first confirmed the almost complete absence of *Stat5a* and *Stat5b* mRNA and STAT5 protein in the BMMs (Fig. 2A). Unexpectedly, upon differentiation from BMMs lacking STAT5, osteoclast formation was unimpaired and comparable with that observed with *Stat5*^*fl/fl*^ cells (Fig. 2B,C). Furthermore, the mRNA levels of *c-fos*, *Nfatc1*, *Acp5*, and *Oscar* were not altered by the absence of STAT5 (Fig. 2D). In addition, c-Fos and NFATc1 protein levels were comparable between the *Stat5*^*fl/fl*^ and *Stat5* cKO samples (Fig. 2E). These data suggested the possibility that RANKL signaling does not regulate STAT5 expression. We therefore examined STAT5 phosphorylation upon RANKL stimulation. Upon the stimulation of BMMs with RANKL for a short period of time following starvation, no STAT5 phosphorylation was observed at any time over the duration of RANKL stimulation, whereas IκB degradation was clearly evident (Fig. 2F), indicating that BMMs had been sufficiently stimulated by RANKL. Furthermore, STAT5 phosphorylation was never observed during RANKL-mediated osteoclastogenesis, whereas NFATc1 expression was strongly induced during osteoclast differentiation (Fig. 2G). In summary, these data show that STAT5 deficiency did not alter RANKL-induced osteoclast differentiation, suggesting that STAT5 activation does not occur via the RANKL signaling pathway.

### IL-3 attenuates RANKL-induced osteoclast differentiation

Although STAT5 activation is not regulated by RANKL, it did result in significant suppression of osteoclast differentiation. To address this conundrum, we searched for other cytokines capable of activating STAT5 and thereby inhibiting RANKL-induced osteoclast differentiation. IL-3 has been shown to activate STAT5 in a variety of cells^21^, including by BMMs, as shown in this study (Supplementary Fig. 1A). We observed osteoclast differentiation in the presence of increasing concentrations of IL-3 from 10 pg/mL to 1 ng/mL; IL-3 also suppressed RANKL-induced osteoclast differentiation in a dose-dependent manner (Supplementary Fig. 1B,C). Thus, a negative effect of IL-3 on osteoclast development would be consistent with reports of STAT5-mediated inhibition of osteoclastogenesis.

### STAT5 deficiency prevents IL-3-mediated inhibition of osteoclastogenesis

Next, we determined whether the inhibitory effect of IL-3 on osteoclast differentiation is attributable to STAT5 activation. To this end, we tested whether the inhibitory effect of IL-3 on osteoclast differentiation was abrogated by STAT5 deficiency. When osteoclast differentiation from *Stat5*^*fl/fl*^ cells and *Stat5* cKO cells in the presence of IL-3 was compared, it was found that STAT5 deficiency partially restored osteoclast formation that was inhibited by IL-3 in the *Stat5*^*fl/fl*^ cells (Fig. 3A,B). This was confirmed by mRNA expression of the osteoclastic genes *c-fos*, *Nfatc1*, *Acp5*, and *Oscar*. In the *Stat5*^*fl/fl*^ cells, the expression of RANKL-inducible *c-fos*, *Nfatc1*, *Acp5*, and *Oscar* was strongly suppressed by IL-3 in pre-osteoclasts (pOC). In contrast, in *Stat*5 cKO cells, the expression of *c-fos* was recovered to almost the level observed in the absence of IL-3, while the expression of *Nfatc1*, *Acp5*, and *Oscar* was lower than that in the absence of IL-3. However, the expression was still higher than that in the IL-3–treated pOC from the *Stat5*^*fl/fl*^ cells (Fig. 3C). Taken together, these results strongly suggest that STAT5 is a key modulator of the IL-3-mediated inhibition of osteoclast development.

### Activation of STAT5A or STAT5B alone is sufficient to inhibit osteoclast differentiation

Since redundancy between STAT5A and STAT5B has been proposed in other cell types, we tested this possibility in osteoclastogenesis. Overexpression of either wild-type STAT5A or STAT5B caused a similar reduction in osteoclastogenesis, although the extent of inhibition was weaker than that observed upon overexpression of the constitutive active STAT5A1*6 (Supplementary Fig. 2A,B). In addition, downregulation of RANKL-mediated NFATc1 induction in osteoclastogenesis was also comparable when STAT5A and STAT5B were ectopically expressed, but this was significantly less than that observed in the control (Supplementary Fig. 2C). Furthermore, IL-3 inhibited osteoclast differentiation by approximately 23% and 30% following overexpression of STAT5A and STAT5B, respectively (Supplementary Fig. 2D,E), indicating overlapping functions of STAT5A and STAT5B in the inhibition of osteoclast differentiation. Since STAT5A and STAT5B exhibited an overlapping inhibitory effect on osteoclast differentiation with similar potentials, we determined whether the absence of either isoform would still inhibit RANKL-induced osteoclast differentiation. To address this, a constitutively active form of STAT5A (STAT5A1*6) was overexpressed in the BMMs obtained from *Stat5*^*fl/fl*^ and *Stat5* cKO mice. Expression of the activated STAT5A in *Stat5* cKO BMMs led to the attenuation of TRAP positive multi-nucleated cells to a degree comparable to that observed in the *Stat5*^*fl/fl*^ samples (Supplementary Fig. 3A,B). This provides compelling evidence indicating that activation of either isoform alone is sufficient to inhibit osteoclast differentiation.

### ID1 and ID2 are responsible for the STAT5-mediated inhibition of osteoclast differentiation

To understand the mechanism underlying the inhibition of osteoclast differentiation by STAT5, we searched for STAT5 target genes that were regulated during both RANKL and IL-3 stimulation. 

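Bulk RNA sequencing measured transcripts of bone marrow-derived macrophage-like cells (BMMs) in 4 libraries, 1 per condition. The first 3 conditions used *Stat5* fl/fl cells, which carry intact floxed *Stat5a* and *Stat5b* and served as controls. They were cultured with M-CSF (30 ng/mL) alone, with M-CSF and RANKL (100 ng/mL), or with M-CSF, RANKL and IL-3 (1 ng/mL). The fourth used *Stat5* cKO cells, in which Mx1-Cre had deleted both genes, with M-CSF, RANKL and IL-3. The sample labels give 24 h of culture and mice aged 8 weeks, whereas the methods give an age of 6 weeks for the osteoclast cultures. The authors aligned the HiSeq2000 reads to mm10 with TopHat2 2.0.13 and derived expression values per RefSeq transcript with Cufflinks 2.2.1, according to the submitters' processing notes. The table does not name its unit, and the values were read as FPKM, fragment counts scaled by the authors' software to transcript length and library size. They summed to 523664 FPKM for M-CSF, 507691 for RANKL, 544287 for RANKL with IL-3 and 528232 for the cKO library. Low values multiplied by transcript length fell on regular steps, from which the depth was estimated at 33.2, 35.2, 36.6 and 36.8 M fragments in the same order. Transcripts were summed per gene, and ratios were taken on the scale log2(FPKM + 1), which understates differences of genes with low values. Comparisons covered 10763 genes with at least 1 FPKM in at least 1 library, after small RNA genes recognised by their symbols were left out. A gene was counted as higher or lower when the 2 libraries were at least 2-fold apart on this scale. As there are no replicates, each ratio describes the 2 libraries compared and has no replicate check. No scaling between libraries was added, and the median log2 ratio of all genes was 0.14 for RANKL against M-CSF, -0.15 for RANKL with IL-3 against RANKL, and 0.13 for cKO against *Stat5* fl/fl with RANKL and IL-3. The ratios reported here include these shifts.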

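In *Stat5* fl/fl cells, genes of osteoclasts were far higher with RANKL than with M-CSF alone, and genes of macrophages were lower. Of 28 measured osteoclast genes, 19 were at least 2-fold higher and 0 were lower, with a median log2 ratio of 2.53. *Ctsk*, which encodes the bone-degrading protease cathepsin K, stood at 3.60 FPKM with M-CSF and 338 FPKM with RANKL. *Acp5*, which encodes TRAP, stood at 12.2 and 432 FPKM. Of 21 macrophage genes, 18 were lower and 0 were higher (median -2.03). The complement gene *C1qa* stood at 536 FPKM with M-CSF and 35.0 FPKM with RANKL, and the Fc receptor gene *Fcgr1* at 69.0 and 3.32 FPKM. Of 19 genes of cholesterol synthesis and its regulation, 10 were lower with RANKL and 0 were higher (median -1.01), among them *Cyp51* at 21.8 and 4.49 FPKM.

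When IL-3 was added to RANKL, several chemokine genes and most listed genes of alternative macrophage activation stood higher. *Ccl7* was at 13.5 FPKM with RANKL and 2407 FPKM with RANKL and IL-3, and *Ccl6* at 7.72 and 1866 FPKM, whereas *Ccl5* stood at 6.62 and 4.99 FPKM. Of 14 genes of alternative activation, 12 were higher and 0 were lower (median 2.76). The lectin gene *Mgl2* stood at 0.56 and 145 FPKM. *Mmp12*, a macrophage elastase gene, stood at 26.9 and 1791 FPKM. Of 21 genes of dendritic cells and antigen presentation, 15 were higher and 0 were lower (median 1.30). *Cd74*, the invariant chain of MHC class II, stood at 83.4 and 434 FPKM, and *Itgax*, which encodes CD11c, at 10.2 and 99.7 FPKM. Macrophage genes were also higher with IL-3, 12 of 21, with 1 lower, *Cx3cr1* (median 1.42). Osteoclast genes were lower with IL-3 in 18 cases and higher in 1, *Hvcn1* (median -1.58), with *Ctsk* at 25.8 FPKM and *Acp5* at 28.2 FPKM. No cholesterol gene was 2-fold apart with IL-3 (median 0.32).

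In the cKO library with RANKL and IL-3, 12 of the 14 genes of alternative activation were lower than in *Stat5* fl/fl cells and 0 were higher (median -2.74). *Ccl7* stood at 287 FPKM and *Mmp12* at 43.1 FPKM. Of the genes of dendritic cells and antigen presentation, 12 were lower and 0 were higher (median -1.31), and of the macrophage genes 10 were lower and 1, *Cx3cr1*, was higher (median -0.97). Osteoclast genes were higher in 12 cases and lower in 1, again *Hvcn1* (median 0.81), with *Ctsk* at 107 FPKM and *Acp5* at 149 FPKM. All 28 cell cycle genes were above 0 on the log2 scale but within 2-fold (median 0.56), and their median with IL-3 against RANKL was -0.43.

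**Figure D1:**
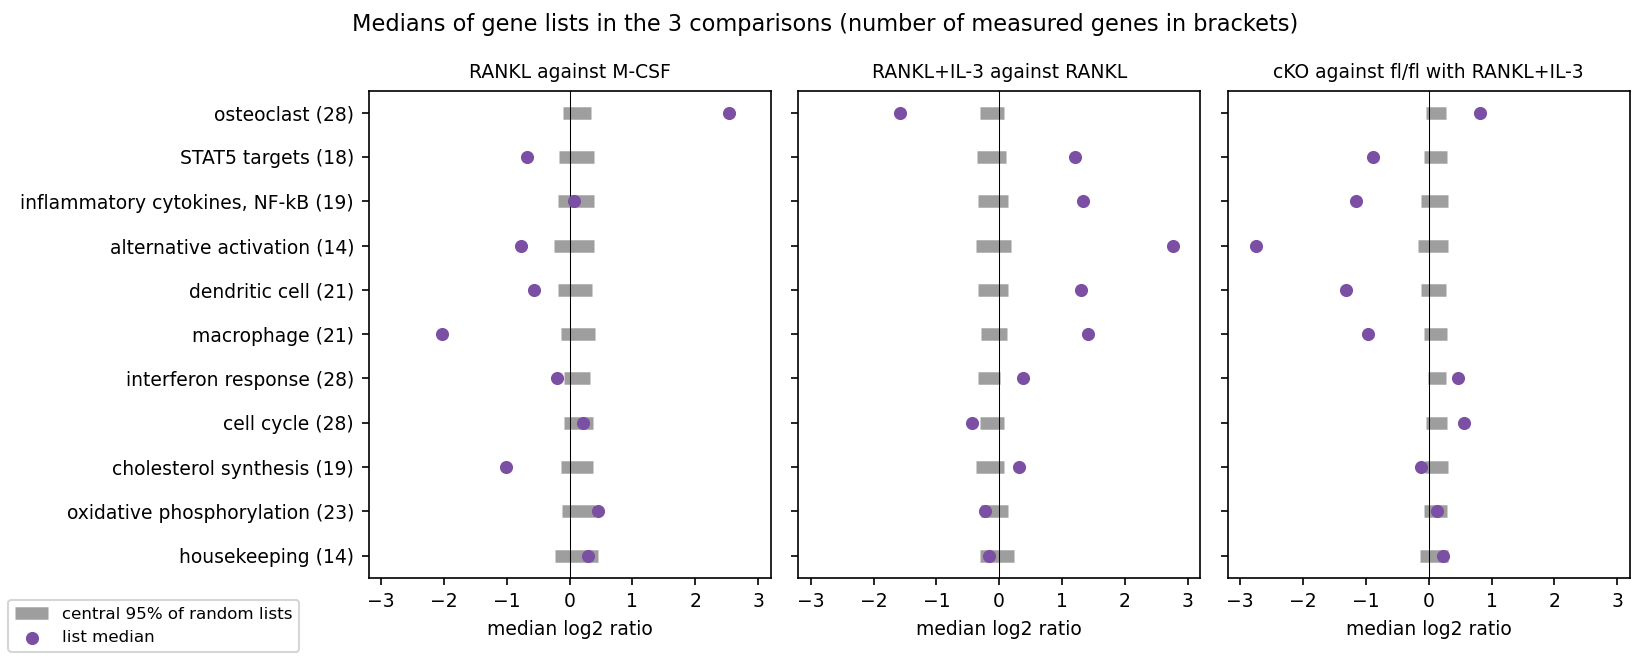
Median log2(FPKM + 1) ratios of 11 gene lists in the 3 comparisons, shown out of 25 and picked after the values were seen. Points are list medians, grey bars hold the central 95% of 10000 random lists matched on size and expression, and numbers in brackets are measured genes. The osteoclast list lies at 2.53 with RANKL, -1.58 with IL-3 and 0.81 in cKO.

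Over all 10763 genes, 585 were higher and 740 lower with RANKL, 658 were higher and 373 lower with IL-3, and 227 were higher and 461 lower in cKO. With libraries scaled to a common median these counts were 440 and 935, 814 and 274, and 185 and 551, respectively. The list medians given here lay beyond all 10000 random lists, except those of the cholesterol list with IL-3 (percentile 99.9) and the cell cycle list with IL-3 (percentile 0.02).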

RNA sequencing was performed on the BMMs obtained from the *Stat5*^*fl/fl*^ and *Stat5* cKO mice stimulated with M-CSF and RANKL, in the presence or absence of IL-3 (GSE76988). The RNA sequencing data indicated that the mRNA expression of *Id1* and *Id2* was attenuated upon RANKL stimulation and that the levels were recovered by IL-3 stimulation, but not in the absence of STAT5 (Supplementary Table 1). Therefore, we proposed that *Id1* and *Id2* are the target genes of STAT5. It has also been previously reported that Id1 and Id2 function as negative regulators of osteoclast differentiation^13^. 

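*Stat5a* stood at 9.89, 10.8 and 12.0 FPKM in the *Stat5* fl/fl libraries with M-CSF, with RANKL, and with RANKL and IL-3, and at 0.17 FPKM in the cKO library. *Stat5b* stood at 10.8, 7.80, 8.86 and 0.19 FPKM in the same order, so both targeted genes followed the genotype labels. *Id1* and *Id2* encode inhibitors of helix-loop-helix transcription factors. *Id1* was at 133 FPKM with M-CSF, 8.51 FPKM with RANKL and 130.2 FPKM with RANKL and IL-3 in *Stat5* fl/fl cells, and at 24.8 FPKM in cKO cells with RANKL and IL-3. *Id2* was at 122, 21.6, 201 and 37.6 FPKM in the same order. Relative to M-CSF, *Id1* was 15.6-fold lower and *Id2* 5.62-fold lower with RANKL. IL-3 was accompanied by 15.3-fold and 9.31-fold higher levels than RANKL alone, and the cKO library stood 5.24-fold and 5.35-fold below the *Stat5* fl/fl library with IL-3. Of the difference between M-CSF and RANKL, the library with IL-3 regained 97.7% for *Id1* and 179.7% for *Id2*. The cKO library stood 13.1% and 16.0% of that difference above the *Stat5* fl/fl library with RANKL.

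**Figure D2:**
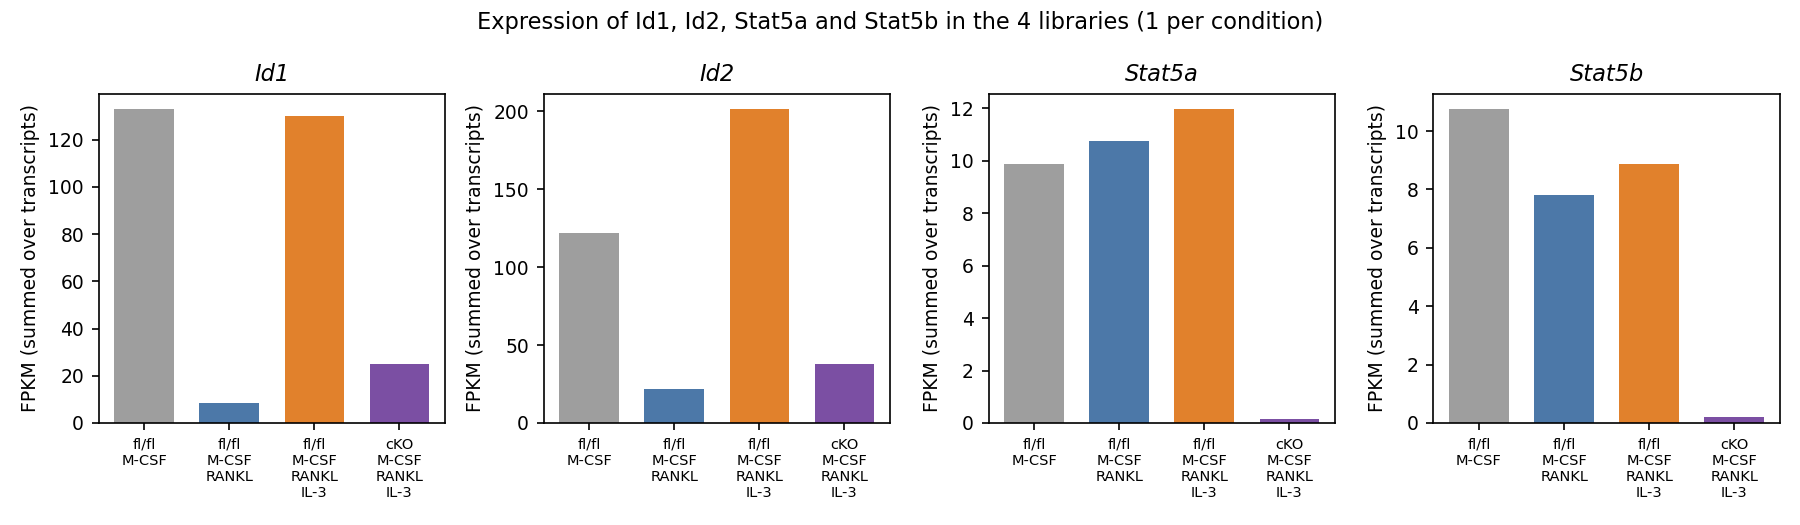
FPKM of *Id1*, *Id2*, *Stat5a* and *Stat5b* in the 4 libraries, 1 bar per library and no error bars, as each condition has 1 library. *Id1* is at 8.51 FPKM with RANKL and 130.2 FPKM with RANKL and IL-3 in *Stat5* fl/fl cells, and *Stat5a* is at 0.17 FPKM in cKO.

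On the log2(FPKM + 1) scale the ratios for RANKL, for IL-3 and for cKO were -3.82, 3.79 and -2.34 for *Id1* and -2.44, 3.16 and -2.39 for *Id2*. Among the 10763 genes, *Id1* had rank 11 from the lowest ratio with RANKL, rank 29 from the highest with IL-3 and rank 71 from the lowest in cKO. The ranks of *Id2* were 80, 50 and 70. At the estimated depth, about 280 fragments of *Id1* and 966 of *Id2* came from the RANKL library, the lowest of the 4. The 95% half-widths from counting error alone were then at most 0.17 for *Id1* and 0.10 for *Id2*, approximate values that leave out variation between cultures and mice. *Id1* (gene ID 15901) lies on chromosome 2 of GRCm38 from 152736251 to 152737410, and *Id2* (15902) on chromosome 12 from 25093799 to 25097140. *Stat5a* and *Stat5b* lie next to each other on chromosome 11, from 100859351 to 100885169 and from 100780731 to 100850724.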

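The course of *Id1* and *Id2*, lower with RANKL, higher with IL-3 and lower in cKO, was shared by 230 of the 10763 genes at 2-fold or more in each comparison. Ranked by the smallest of the 3 absolute log2 ratios, *Id2* had rank 18 and *Id1* rank 20 among them. Genes at the top included the chemokine genes *Ccl4*, *Ccl6*, *Ccl12* and *Ccl7*, the cholesterol 25-hydroxylase gene *Ch25h*, the iron exporter gene *Slc40a1*, *Cd300lf*, the stress-response gene *Atf3* and the Fc receptor gene *Fcgr3*. *Ccl4* stood at 85.4 FPKM with M-CSF, 3.68 with RANKL, 470 with RANKL and IL-3, and 38.1 in cKO. *Slc40a1* stood at 57.4, 1.94, 45.6 and 5.35 FPKM in the same order. In 136 of the 230 genes the level with RANKL and IL-3 was at or above that with M-CSF. Of 16 genes reported to restrain osteoclast differentiation, *Id1*, *Id2* and *Irf8* had this course, and of 21 macrophage genes 9 did. *Irf8*, a transcription factor gene, stood at 54.3, 5.30, 38.2 and 10.2 FPKM.

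Of 18 genes known as STAT5 targets in other cells, a list that also holds *Id1*, 10 were higher and 1 was lower with IL-3 than with RANKL alone (median log2 ratio 1.21). In cKO, 8 were lower and 1, *Bcl6*, was higher (median -0.88). *Cish*, a feedback inhibitor of cytokine signalling, was at 0.07 FPKM both with M-CSF and with RANKL, 14.6 FPKM with RANKL and IL-3, and 0.16 FPKM in cKO. *Socs2*, of the same family, was at 0.27, 0.60, 9.22 and 0.41 FPKM. *Bcl2l1*, which encodes a survival factor, was at 81.9, 7.90, 82.5 and 19.3 FPKM. *Bcl6* was the gene of the list that was lower with IL-3, at 9.41 FPKM with RANKL, 3.76 FPKM with RANKL and IL-3, and 13.0 FPKM in cKO.

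The opposite course, higher with RANKL, lower with IL-3 and higher in cKO, was seen in 162 genes. Of the 28 osteoclast genes, 11 had it. *Nfatc1* stood at 13.6 FPKM with M-CSF, 156.7 with RANKL, 17.7 with RANKL and IL-3, and 84.8 in cKO. *Ocstamp*, a gene of osteoclast fusion, stood at 0.08, 23.5, 1.35 and 12.5 FPKM.

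**Figure D3:**
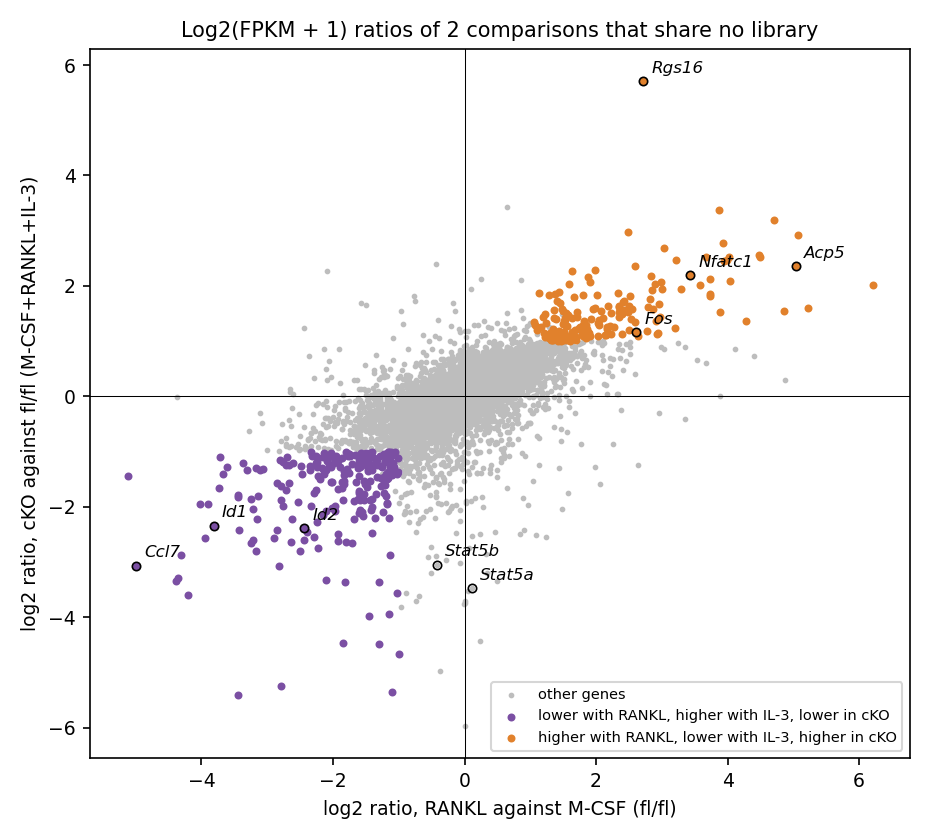
Log2(FPKM + 1) ratio of each of 10763 genes for RANKL against M-CSF (horizontal) and for cKO against *Stat5* fl/fl with RANKL and IL-3 (vertical). Purple points are the 230 genes with the course of *Id1* and *Id2*, orange points the 162 genes with the opposite course and grey points all others, and circles mark the named genes.

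Neighbouring comparisons share a library, and unrelated values follow such an up-and-down order in 5 of 24 arrangements in each direction. RANKL against M-CSF and cKO against *Stat5* fl/fl share none, and across genes their log2 ratios had a Pearson r of 0.67 and a Spearman rho of 0.71, although genes are not independent replicates. Of the genes, 237 were lower in both, where independent lists would share 31.7, and 168 were higher in both, where 12.3 would be shared. From the lower levels of *Id1* and *Id2* with RANKL, their return with IL-3 and its absence without STAT5, the paper proposes that both are target genes of STAT5.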

To examine whether *Id1* and *Id2* are involved in the STAT5-mediated inhibition of osteoclast differentiation, STAT5A1*6 was overexpressed during osteoclast differentiation of the BMMs. Although this led to a significant increase in the mRNA expression of *Id1* and *Id2* (Fig. 4A), STAT5A1*6 did not affect the decrease in Id gene expression observed following RANKL stimulation. In both BMMs and pOC, the expression of *Id1* and *Id2*, but not that of *Id3*, was significantly increased in the presence of IL-3 (Fig. 4B). In STAT5-deficient cells, however, IL-3 failed to increase the expression of *Id1* and *Id2* (Fig. 4B), suggesting that IL-3 induces the expression of *Id1* and *Id2* through STAT5.

Next, we examined whether the ectopic expression of ID1 and ID2 could restore the IL-3-mediated inhibition of osteoclast differentiation that was abrogated by STAT5 deficiency. Consistent with our previous report^13^, ID1 or ID2 overexpression suppressed osteoclast development (data not shown), and the osteoclasts in STAT5-deficient cells were almost fully developed, even in the presence of IL-3 (Fig. 4C). Strikingly, quantification of the number of osteoclasts revealed that the osteoclast formation rescued from IL-3-mediated inhibition in STAT5-deficient cells was abolished by the ectopic expression of ID1 or ID2, where osteoclast differentiation was returned to almost the levels observed in the controls (Fig. 4C,D).

It has been reported that IL-3 induces dendritic cell differentiation^22^, and it therefore seemed possible that the increase in *Id1* and *Id2* gene expression by IL-3-mediated inhibition of osteoclast differentiation that occurs via STAT5 activation, as shown in the present study, was due to a change in the fate of the cells. In order to examine the effect of STAT5 activation on dendritic cell differentiation, dendritic cell surface markers, including CD80, CD86, MHC class II, and CD11c were analyzed during the osteoclast differentiation of BMMs overexpressing either an empty vector (pMX-IRES-EGFP) or the constitutively active from of STAT5A (STAT5A1*6) using fluorescence-activated cell sorting (FACS). Increase in the CD80+, CD86+, MHC class II+, and CD11c+ cell populations was observed in the presence of activated STAT5, indicating a conversion of cell fate from osteoclast precursors to dendritic cells (Supplementary Fig. 4). These results suggest that STAT5 activation by IL-3 inhibits RANKL-induced osteoclast differentiation via the induction of *Id1* and *Id2* expression, while converting the cell fate of osteoclast precursors to dendritic cells.

### STAT5 conditional knockout mice exhibit osteoporotic bone phenotype

To evaluate the physiological functions of STAT5 in mice, the bone quality of the *Stat5*^*fl/fl*^ and *Stat5* cKO mice was compared. Microcomputed tomography (μCT) analysis with three-dimensional reconstruction of the trabecular bones of the distal femurs of 16-week-old male mice revealed a relatively lower bone mass in the *Stat5* cKO than in the *Stat5*^*fl/fl*^ mice, but there was no difference between 8-week-old *Stat5* cKO and *Stat5*^*fl/fl*^ mice (Fig. 5A). The reduced bone mass in 16-week-old *Stat5* cKO mice was accompanied by 32.8%, 10.6%, and 21.5% reductions in the bone volume, trabecular thickness, and trabecular numbers, respectively, and an increase of 15.8% in trabecular separation (Fig. 5B). Meanwhile, there was no significant difference in μCT parameters between *Stat5* cKO and *Stat5*^*fl/fl*^ mice at the age of 8 weeks (Fig. 5B). These results indicate that the *Stat5* cKO mice were more osteoporotic than the *Stat5*^*fl/fl*^ mice, and this effect was age-dependent. Furthermore, the number of osteoclasts and osteoblasts in the trabecular bones of the proximal tibia of the same mice at the age of 16 weeks analyzed with μCT were subjected to quantification using TRAP and H&E staining, respectively. The *Stat5* cKO mice exhibited a 5% increase in the number of osteoclasts and exhibited an increasing tendency without significance in the osteoclast surface. However, the number of osteoblasts in the trabecular bones was comparable between the *Stat5*^*fl/fl*^ and *Stat5* cKO mice, while the osteoblast surface exhibited decreasing tendency without significance (Fig. 5C,D), demonstrating that STAT5 deficiency in osteoclasts does not affect osteoblast differentiation. These results suggest that the reduced bone mass in the *Stat5* cKO mice is likely due to a reduced inhibitory effect of IL-3 on osteoclast differentiation via the STAT5-Id axis, which is different from that observed *in vitro*.

### Administration of IL-3 has no inhibitory effect on RANKL-induced bone destruction in STAT5 conditional knockout mice

Having demonstrated the inhibitory effect of IL-3 on osteoclast differentiation, which occurs via STAT5 *in vitro*, we investigated the same effect *in vivo* using *Stat5*^*fl/fl*^ and *Stat5* cKO littermates following an intraperitoneal injection of RANKL with or without IL-3, as illustrated in Fig. 6A. μCT analysis of 8-week-old mice revealed that the bone volumes were reduced by 41.6% and 35.9% in the *Stat5* cKO and *Stat5*^*fl/fl*^ littermates, respectively, after RANKL injection. The bone loss observed in the RANKL-injected *Stat5*^*fl/fl*^ mice was recovered by 19.89% after intraperitoneal IL-3 administration. On the contrary, there was almost no bone volume recovery in the *Stat5* cKO mice, which continued to exhibit an osteoporotic phenotype, even after intraperitoneal IL-3 administration (Fig. 6B,C).

Next, histological analysis was performed to confirm bone loss recovery by intraperitoneal IL-3 administration at the cellular level in the tibiae of the *Stat5*^*fl/fl*^ and *Stat5* cKO littermate mice. After RANKL injection, there was an increase in the number of TRAP-positive cells, which indicated that the number of osteoclasts was increased by 116.09% and 54.78% in the *Stat5* cKO and *Stat5*^*fl/fl*^ littermates, respectively. Following IL-3 injection, the number of TRAP-positive cells was decreased by 22.41% in the *Stat5*^*fl/fl*^ mice, while there was no significant change in the osteoclast number in the *Stat5* cKO mice (Fig. 6D,E). In addition, there was no significant difference in the osteoblast numbers between the RANKL and IL-3-injected groups (Fig. 6F,G). These results indicate that bone loss by RANKL injection and bone mass recovery by IL-3 injection in the control mice were due to an increase and a decrease in the osteoclast numbers, respectively, rather than due to changes in the osteoblast numbers. However, the number of osteoclasts remained relatively high even when IL-3 was intraperitoneally administered in the *Stat5* cKO mice. In summary, IL-3 had an inhibitory effect on osteoclast differentiation *in vivo* in the presence of STAT5, whereas it failed to inhibit osteoclast differentiation in the absence of STAT5, indicating that STAT5 is a critical factor in the IL-3-mediated inhibition of osteoclast differentiation *in vivo* as well as *in vitro*.

## Discussion

This study showed that IL-3 negatively regulates RANKL-induced osteoclast differentiation through the transcription factors STAT5 and ID1/ID2 and shed light on the underlying mechanism. Although previous studies had reported that IL-3 inhibits human osteoclastogenesis and bone resorption through the downregulation of c-Fms^22^ and prevents RANKL-induced nuclear translocation of NF-κB^11^, the transcriptional circuit was not understood. Our study closes this gap and demonstrates that IL-3-induced STAT5 activation in osteoclast precursors reduces c-Fos expression and osteoclast differentiation. However, the induction of osteoclast differentiation by RANKL was independent of IL-3. Our study provides evidence indicating a direct contribution of STAT5 in the negative effect of IL-3 on osteoclast differentiation.

Previously, we had demonstrated that ID transcription factors are responsible for the negative regulation of RANKL-induced osteoclast differentiation^13^. In addition, IL-3-and STAT5-dependent activation of *Id1* transcription has been reported^23^. We chose to focus on IDs, as we believed that they might be directly responsible for the inhibition of osteoclast differentiation. Notably, the expression of *Id1* and *Id2*, but not that of *Id3*, was induced by IL-3 through STAT5 in the osteoclasts. In support of a critical function of ID1 or ID2, their overexpression significantly inhibited RANKL-induced osteoclast differentiation despite STAT5 deficiency. This indicates that IL-3 negatively regulates osteoclast differentiation through the activation of STAT5 and the subsequent induction of *Id1* and *Id2* expression. These findings are consistent with those of a previous study showing that IL-3 plays an inhibitory role in osteoclast differentiation by regulating the expression of c-Fos and Ids^14^.

Two independent studies suggested that IL-3 inhibits osteoclast differentiation by diverting the osteoclast precursor cells to either a macrophage or a dendritic cell lineage^11^,^22^. In the current study, we expanded on these findings and demonstrated that STAT5A1*6 overexpression increased the expression of dendritic cell markers, such as CD80, CD86, MHC class II, and CD11c. These findings solidify the notion that IL-3-induced STAT5 activation is responsible for the conversion of osteoclast precursor cells into dendritic cells.

Previously, Hirose *et al*. reported that conditional osteoclast-specific STAT5 mutant mice exhibited an osteoporotic phenotype^20^. Consistent with this, an osteoporotic bone phenotype was observed in the *Stat5* cKO mice in this study, indicating that STAT5 is essential for bone homeostasis under physiological conditions. While Hirose *et al*. demonstrated a significant increase in osteoclast surface but not osteoclast number the present study provided evidence of an increased osteoclast number but no significant change in osteoclast surface. These discrepancies are possibly because of the differences in the method used to delete STAT5 from the cells between the two studies. In this study, MX1-Cre was used to remove *Stat5* from hematopoietic stem cells and therefore STAT5 was absent from macrophage precursor cells from a very early stage, further confirming that STAT5 deficiency could mitigate cellular development, proliferation, and differentiation *in vivo*. In contrast, Hirose *et al*. utilized Cathepsin K-Cre to eliminate STAT5 in pre-osteoclast cells, which might have been more effective at a later stage, such as during resorption activity, than during cell proliferation and development. We suggest that the cell differential elimination of STAT5 elimination is a primary reason for the different lesions determined in these two studies.

It has been suggested that STAT5 deficiency increases the bone-resorbing activity of osteoclasts, which is related to the activation of ERK through the regulation of the expression of Dusp1 and Dusp2^20^. It is well known that ERK positively regulates osteoclast differentiation as well as bone resorptive activity^24^. Similarly, RANKL-induced ERK was slightly reduced upon overexpression of constitutively active STAT5 in the BMMs. Although further studies are needed to elucidate whether STAT5 activation regulates osteoclast differentiation and function by inhibiting RANKL-induced ERK activation, we propose that the reduced osteoclast differentiation caused by STAT5 activation is at least in part caused by decreased ERK activation.

The bone loss observed in the *Stat5* cKO mice seemed to be age-related. When the bone volumes of 8-week-old *Stat5* cKO and wild-type littermates were analyzed, there was no significant difference in bone volumes between the *Stat5* cKO and wild-type littermates. However, when the bone phenotype was analyzed between the *Stat5* cKO and wild-type littermates at the age of 16 weeks, the bone mass in the *Stat5* cKO mice was found to be reduced. Therefore, these observations imply that the bone loss observed in *Stat5* deficiency may be due to aging. In addition, the reduced bone mass observed in the absence of STAT5 at the age of 16 weeks appears to be associated with increased osteoclast differentiation rather than with the increased bone resorbing activity of osteoclasts. Although osteoclast differentiation remained unchanged when BMMs lacking STAT5 were cultured with RANKL, our *in vivo* study revealed a significant increase in the number of osteoclasts and a moderate increase in osteoclast surface. Collectively, these results suggest that STAT5 acts as a negative factor in osteoclast differentiation under the control of an existing endogenous signaling pathway *in vivo*, which may stimulate STAT5 activation and block osteoclast differentiation, rather than directly inhibiting the RANKL signaling pathway. IL-3 is a potent cytokine for the activation of STAT5 and the inhibition of osteoclast differentiation. Our results provided evidence suggesting that RANKL-induced bone loss was rescued by IL-3 administration only in the presence of STAT5. We hypothesize that RANKL increases IL-3 expression in osteoclasts and thus stimulates STAT5 activation, which ensures normal osteoclast differentiation and thus maintains bone homeostasis. In addition to IL-3, GM-CSF may contribute to bone homeostasis. Based on the *in vivo* mouse model, we propose that the IL-3/STAT5 pathway has a therapeutic value for age-related bone diseases.

## Methods

### Reagents

Recombinant human RANKL was purified from bacteria. Recombinant human M-CSF was a gift from Dr. Daved Fremont (Washington University, St. Louis, MO, USA). Recombinant mouse IL-3 and GM-CSF were purchased from R&D systems (Abingdon, UK).

### Mice

All animal experiments were approved by the Chonnam National University Medical School Research Institutional Animal Care and Use Committee and were carried out in accordance with the approved guidelines. STAT5 floxed (*Stat5*^*flox/flox*^) mice, targeting both *Stat5a* and *5b*, were generated as previously described^25^. To generate *Stat5* cKO mice (*Stat5*^*flox/flox*^;*Mx1-Cre*^+/‒^), STAT5^*fl/fl*^ mice were crossed with *Mx1-Cre*^+/‒^ mice expressing Cre recombinase under the control of a type I interferon-inducible Mx1 promoter. *Stat5*^*flox/flox*^ mice were crossed with *Mx1-Cre*^+/‒^ mice to produce *Stat5*^*flox*/+^;*Mx1-Cre*^+/‒^ offspring, which were subsequently backcrossed with *Stat5*^*flox/flox*^ mice to generate *Stat5* cKO mice. Genotyping was performed by PCR on tail genomic DNA with specific primers as follows; *Stat5 WT* forward, 5′-GAA AGC ATG AAA GGG TTG GAG-3′; *Stat5 WT* reverse, 5′-AGC AGC AAC CAG AGG ACT TAC-3′; *Stat5 fl2* forward, 5′-TAC CCG CTT CCA TTG CTC AG-3′; *Stat5 fl2* reverse, 5′-AGC AGC AAC CAG AGG ACT AC-3′; *Mx1-Cre* forward, 5′-GTG TTG CCG CGC CAT CTG C-3′; *Mx1-Cre* reverse, 5′-CAC CAT TGC CCC TGT TTC ACT ATC-3′. To induce *Stat5* excision by Cre expression, *STAT5*^*flox/flox*^;*Mx1-Cre*^+/‒^ mice were intraperitoneally injected with 0.25 mL of 1 mg/mL poly I:C (Sigma-Aldrich, St. Louis, MO, USA) three times (at two-day intervals) from postnatal day 10. *Stat5*^*flox/flox*^ littermates, that were identically administrated with poly I:C, were used as controls.

### Plasmid DNA constructs

The expression vector for constitutively active Stat5a (Stat5a1*6) has been described previously^26^. The full-length coding sequences of mouse Stat5a (NM_011488) and Stat5b (MN_011489) were purchased from 21C Frontier Human Gene Bank (Daejeon, Korea). The genes were subcloned into a retroviral vector (pMX-IRES-EGFP) that included a C-terminal Flag tag. Retrovirus vectors encoding ID1 and ID2 were described previously^13^.

### Cell cultures

Plat E cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) (HyClone Laboratories, Logan, UT, USA) supplemented with 10% FBS, puromycin (1 μg/mL) and blasticidin (10 μg/mL) every three days. Cells were plated onto either 100 mm dishes (1.3 × 10^6^ cell/dish) or 6-well plates (3 × 10^5^ cells/well) one day prior to transfection.

### Retroviral gene transduction

Plat E cells were transfected for retrovirus packaging with FuGENE 6 (Promega, Madison, WI, USA) according to the manufacturer instructions. Retroviral supernatant was collected from the culture media 48 hours after transfection. Murine bone marrow-derived macrophages (BMMs) were subsequently infected with the supernatant for eight hours in the presence of 10 μg/mL of polybrene (Sigma-Aldrich).

### Osteoclast formation

Osteoclasts were generated from murine bone marrow cells as previously described^27^. Bone marrow cells obtained via flushing the long bones of 6-week-old mice were cultured in α-MEM (HyClone Laboratories) containing 10% FBS, 100 U/mL penicillin and 100 mg/mL streptomycin (Life Technologies, Carlsbad, CA, USA) in the presence of M-CSF (30 ng/mL) for 3 days. After non-adherent cells were removed, adherent BMMs were plated onto 96-well plates (1 × 10^4^ cells/well) and further cultured with M-CSF (30 ng/mL) and RANKL (100 ng/mL). Cultured cells were fixed and stained for TRAP. TRAP-positive multinuclear cells (>3 nuclei/cell) [TRAP^+^ MNCs] were counted as osteoclasts. Cells were observed using a Leica DMIRB microscope equipped with an N Plan 10 × 0.25 numerical aperture objective lens (Leica Microsystems, Wetzler, Germany). Images were captured using ProgRes® Capture Pro software (Jenoptik, Jena, Germany).

### RT-PCR

Cells were lysed in Qiazol (QIAGEN GmbH, Hilden, Germany) and total RNA was isolated from cultured cells according to the manufacturer instructions. RNA (2 μg) was reverse transcribed into cDNA using Superscript II Reverse Transcriptase (Life Technologies). PCR with specific primers was used to determine mRNA expression level. Primer sequences were as follows: *Gapdh* forward, 5′-TGA CCA CAG TCC ATG CCA TCA CTG-3′; *Gapdh* reverse, 5′-CAG GAG ACA ACC TGG TCC TCA GTG-3′; *Stat5a* forward, 5′-AGT ATT ACA CTC CTG TAC TTG CGA AAG-3′; *Stat5a* reverse, 5′-GGA GCT TCT AGC GGA GGT GAA GAG ACC-3′; *Stat5b* forward, 5′-GGT CCC CTG TGA GCC CGC AAC-3′; *Stat5b* reverse, 5′-TGA CTG TGC GTG AGG GAT CCA CTG ACT-3′; *Nfatc1* forward, 5′-CTC GAA AGA CAG CAC TGG AGC AT-3′; *Nfatc1* reverse, 5′-CGG CTG CCT TCC GTC TCA TAG-3′.

### Real-time PCR

Quantitative real-time PCR analysis was performed in triplicate with SYBR Green (Qiagen) and with specific primers using Rotor-Gene Q (Qiagen). mRNA expression levels were normalized to *Gapdh*. The relative quantitation value for each target gene compared to the calibrator for that target was expressed as 2^−(Ct-Cc)^ (Ct and Cc are the mean threshold cycle differences after normalizing to *Gapdh*). The relative expression levels for each sample were presented by semi-log plot. Primer sequences were as follows: *Gapdh* forward, 5′-TGA CCA CAG TCC ATG CCA TCA CTG-3′; *Gapdh* reverse, 5′-CAG GAG ACA ACC TGG TCC TCA GTG-3′; *c-fos* forward, 5′-ATG GGC TCT CCT GTC AAC ACA CAG-3′; *c-fos* reverse, 5′-TGG CAA TCT CAG TCT GCA ACG CAG-3′; *Nfatc1* forward, 5′-CTC GAA AGA CAG CAC TGG AGC AT-3′; *Nfatc1* reverse, 5′-CGG CTG CCT TCC GTC TCA TAG-3′; *Acp5* forward, 5′-CTG GAG TGC ACG ATG CCA GCG ACA-3′; *Acp5* reverse, 5′-TCC GTG CTC GGC GAT GGA CCA GA-3′; *Oscar* forward, 5′-TGC TGG TAA CGG ATC AGC TCC CCA GA-3′; *Oscar* reverse, 5′-CCA AGG AGC CAG AAC CTT CGA AAC T-3′; *Id1* forward, 5′-AAG TGA GCA AGG TGG AGA TC-3′; *Id1* reverse, 5′-GGG CTG GAG TCC ATC TGG TC-3′; *Id2* forward, 5′-AAC ATG AAC GAC TGC TAC TC-3′; *Id2* reverse, 5′-AGA GTA CTT TGC TAT CAT TC-3′.

### Western blotting

Cells were washed with PBS and lysed in extraction buffer [50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 1 mM EDTA, 0.5% Nonidet P-40, 1 mM PMSF and protease inhibitor cocktails]. Cell lysates were separated by SDS-PAGE and transferred to a PVDF membrane (Millipore corporation, Billerica, MA, USA). Membranes were blocked with 5% skim milk in TBS-T [10 mM Tri-HCl (pH 7.6), 150 mM NaCl, 0.1% Tween 20] and immunoblotted with antibodies against c-Fos (Santa Cruz Biotechnology, Dallas, TX, USA), NFATc1 (Santa Cruz Biotechnology), Phospho-STAT5 (Cell Signaling Technology), STAT5A (Cell Signaling Technology, Beverly, MA), IκB (Cell Signaling Technology), Flag-HRP (Sigma-Aldrich), Actin-HRP (Sigma-Aldrich), mouse-IgG-HRP (Abcam, Cambridge, UK) and rabbit-IgG-HRP (Abcam). Signals were detected with ECL solution (Millipore corporation) and analyzed using a LAS3000 luminescent image analyzer (GE Healthcare, Piscataway, NJ, USA).

### RNA sequencing

BMMs were isolated from *Stat5*^*fl/fl*^ and *Stat5* cKO littermates and differentiated to osteoclasts under the following conditions: *Stat5*^*fl/fl*^ BMMs with M-CSF (30 ng/mL) only; *Stat5*^*fl/fl*^ BMMs with M-CSF (30 ng/mL) and RANKL (100 ng/mL); *Stat5*^*fl/fl*^ BMMs with M-CSF (30 ng/mL), RANKL (100 ng/mL) and IL-3 (1 ng/mL); and *Stat5* cKO BMMs with M-CSF (30 ng/mL), RANKL (100 ng/mL) and IL-3 (1 ng/mL). Total RNA was extracted and mouse RNA Transcriptome Sequencing Analysis was performed using a HiSeq2000 system (Macrogen Inc., Korea). RNA sequencing data in this article have been deposited in Gene Expression Omnibus (GEO accession no. GSE76988).

### Micro-computed tomography (μCT)

Micro-computed tomography (μCT) images were taken using a high-resolution Skyscan 1172 system (Skyscan, Kontich, Belgium) with an X-ray source at 50 kV and 201 μA with a 0.5 mm aluminum filter. Images were captured every 0.7 degree angle with 11 μm·pixel^−1^. Raw images were reconstructed into serial cross-sectional images with identical thresholds (0 to 6,000 in Hounsfield units) for all samples using Recon software (Skyscan). A region of interest (ROI) was manually designated with CTAn software (Skyscan), within 300 steps of the trabecular bone of the distal femur, starting from 80 steps away from the epiphyseal plate. Three-dimensional morphometry was characterized by measuring the bone volume over the tissue volume (BV/TV), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp), and trabecular number (Tb.N). Three-dimensional images of trabecular bones were remodeled with a window density from 90 to 165 using Ant software (Skyscan).

### Histomorphometric analysis

Tibiae collected from 8-week-old or 16-week-old mice were fixed overnight in 4% paraformaldehyde and decalcified in 5.5% EDTA in 3.8% formaldehyde buffer for two weeks at 4 °C. After samples were gradually dehydrated and embedded in paraffin, paraffin blocks were cut into 4 μm-thick longitudinal sections. Following deparaffinization with xylene, two consecutive sections were stained with tartrate-resistant acid phosphatase (TRAP) and hematoxylin & eosin (H&E) for determining osteoclasts and osteoblasts, respectively.

### Fluorescence-activated cell sorting

Bone marrow-derived macrophages were transduced with a control vector (pMX-FLAG-IRES-EGFP) or the constitutively active form of STAT5A (pMX-FLAG-IRES-EGFP-STAT5A1*6), differentiated to osteoclasts in the presence of M-CSF (30 ng/mL) and RANKL (100 ng/mL), and collected. The collected cells were stained with PE-anti-mouse CD80 (BD Pharmingen^TM^, San Diego, CA, USA), PE-anti-mouse CD 86 (BD Pharmingen^TM^), PE-anti-mouse MHC class II (eBioscience, San Diego, CA, USA), and APC-anti-mouse CD11c (eBioscience) for 20 min at 4 °C. Stained cells were analyzed using a Navios flow cytometer with Kaluza software (Beckman Coulter, Brea, CA, USA).

### Statistics

All values are expressed as the mean ± SD. Statistically significant differences were determined using a two-tailed Student’s *t*-test for two independent samples. Differences with a *P* value less than 0.05 were considered statistically significant. For statistical analyses of multiple group comparisons, analysis of variance (ANOVA) with post-hoc Tukey HSD test was performed to calculate *P* values. *P* < 0.05 was considered as statistically significant.

## Additional Information

**How to cite this article**: Lee, J. *et al*. STAT5 is a key transcription factor for IL-3-mediated inhibition of RANKL-induced osteoclastogenesis. *Sci. Rep*. **6**, 30977; doi: 10.1038/srep30977 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
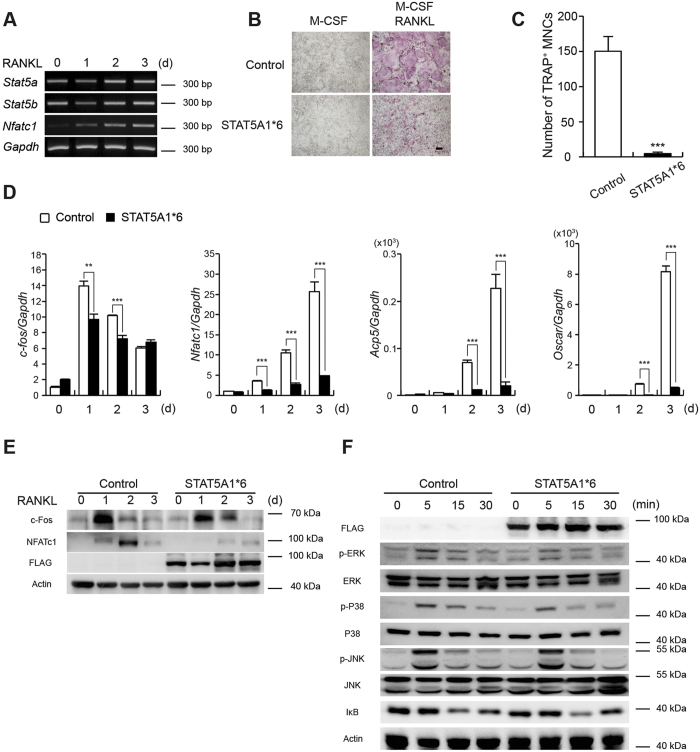
STAT5A activation reduces RANKL-mediated osteoclastogenesis. (**A**) BMMs were cultured with M-CSF and RANKL for the indicated times. Total RNA was collected at each time point. RT-PCR was performed to detect expression of the indicated genes. All gels run under the same experimental conditions and the representative images were cropped and shown. (**B**,**C**) BMMs were transduced with pMX-IRES-EGFP (control) or constitutively active STAT5A (STAT5A1*6) retrovirus and cultured with M-CSF in the presence or absence of RANKL for three days. (**B**) Cultured cells were stained for TRAP. (**C**) The number of TRAP-positive MNCs per well was counted. Data are represented as the mean ± SD. ***P < 0.001 vs. control; n = 4. (**D–F**) BMMs were transduced with pMX-IRES-EGFP (control) or STAT5A1*6 retrovirus and cultured with M-CSF and RANKL for the indicated times. (**D**) mRNA levels of *c-fos, Nfatc1*, *Acp5* and *Oscar* were assessed by quantitative real-time PCR. Data represent mean ± SD of triplicate samples. **P < 0.01; ***P < 0.001 vs. control. (**E**,**F**) Whole cell lysates were harvested from cultured cells and were immunoblotted with the indicated antibodies. All gels run under the same experimental conditions and the representative images were cropped and shown. Bar: 100 μm. All results are representative of at least three independent experiments. Statistical analyses were implemented in TTEST.

**Figure 2:**
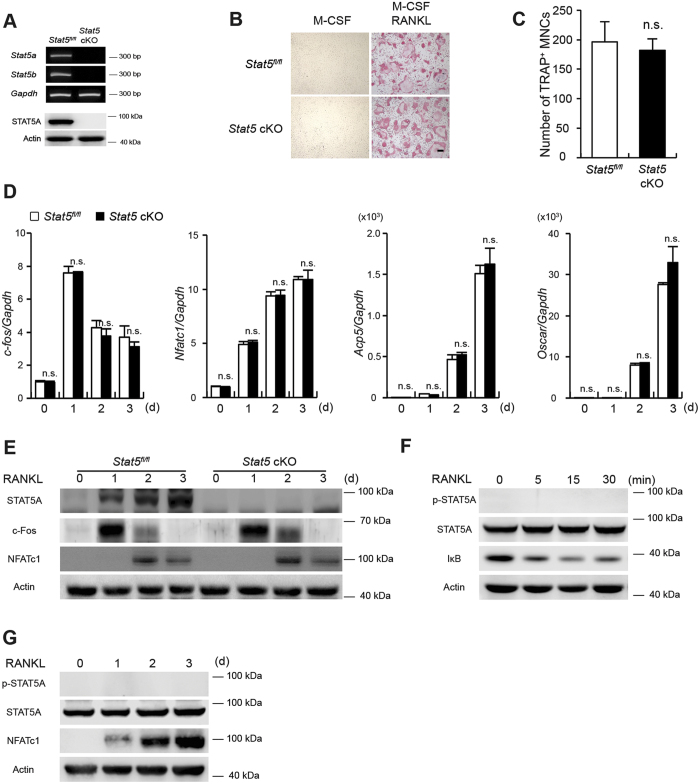
STAT5 deficiency does not regulate osteoclastogenesis. (**A**–**E**) Bone marrow cells were harvested from long bones of STAT5 conditional knockout (*Stat5* cKO) mice or *Stat5*^*fl/fl*^ littermates. (**A**) Total RNA was isolated from BMMs and RT-PCR was performed to detect expression of the indicated genes (upper panel). Whole cell lysates were harvested from BMMs and were immunoblotted with antibodies against STAT5A or actin (lower panel). All gels run under the same experimental conditions and the representative images were cropped and shown. (**B**,**C**) BMMs were cultured with M-CSF in the presence or absence of RANKL for three days. (**B**) Cultured cells were stained for TRAP. (**C**) The number of TRAP-positive MNCs per well was counted. Data are represented as the mean ± SD. n.s., not significant; n = 4. (**D**,**E**) BMMs were cultured with M-CSF and RANKL for the indicated times. (**D**) mRNA levels of *c-fos, Nfatc1*, *Acp5* and *Oscar* were assessed by quantitative real-time PCR. Data represent mean ± SD of triplicate samples. n.s., not significant. (**F**) BMMs were stimulated with RANKL for the indicated times. (**G**) BMMs were cultured with M-CSF and RANKL for the indicated times. (**E**–**G**) Whole cell lysates were harvested from cultured cells and were immunoblotted with the indicated antibodies. All gels run under the same experimental conditions and the representative images were cropped and shown. Bar: 100 μm. All results are representative of at least three independent experiments. Statistical analyses were implemented in TTEST.

**Figure 3:**
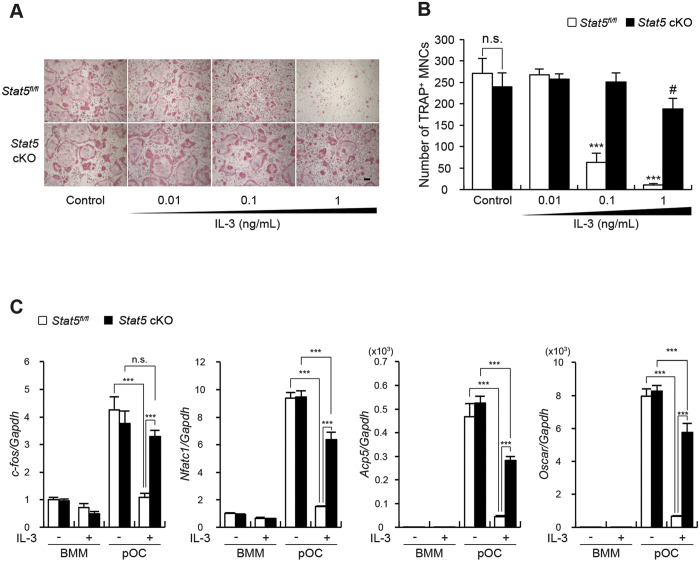
IL-3 inhibits RANKL-mediated osteoclastogenesis in a STAT5-dependent manner. Bone marrow cells were harvested from long bones of *Stat5* cKO mice or *Stat5*^*fl/fl*^ littermates. (**A**,**B**) BMMs were cultured with M-CSF and RANKL for three days in various concentrations of IL-3. (**A**) Cultured cells were stained for TRAP. (**B**) The number of TRAP-positive MNCs per well was counted. Data are represented as the mean ± SD. ***P < 0.001 vs. *Stat5*^*fl/fl*^ control; ^#^P < 0.05 vs. *Stat5* cKO control; n.s., not significant; n = 4. (**C**) BMMs were treated with IL-3 (1 ng/mL). Cells were further cultured in the presence (pOC) or absence (BMM) of RANKL for two days, and subjected to semi-quantitative real-time PCR for the indicated genes. Data represent mean ± SD of triplicate samples. ***P < 0.001; n.s., not significant. Bar: 100 μm. All results are representative of at least three independent experiments. All data were analyzed using ANOVA.

**Figure 4:**
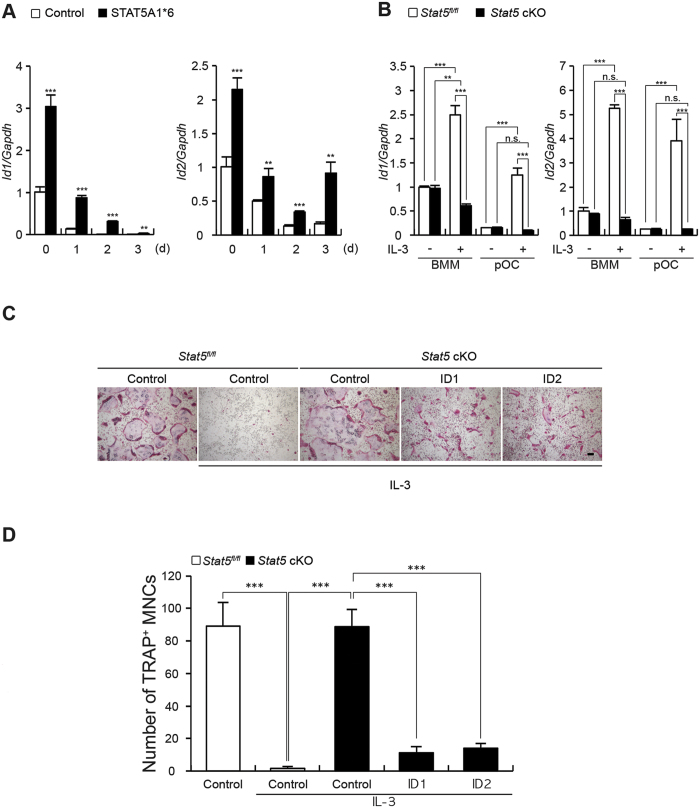
Id1 and Id2 are responsible for STAT5-mediated inhibition f osteoclastogenesis. (**A**) BMMs were transduced with pMX-IRES-EGFP (control) or STAT5A1*6 retrovirus and cultured with M-CSF and RANKL for the indicated times. Levels of *Id1* and *Id2* mRNA were assessed by quantitative real-time PCR. Data represent mean ± SD of triplicate samples. **P < 0.01; ***P < 0.001 vs. control. (**B**–**D**) Bone marrow cells were harvested from long bones of *Stat5* cKO mice or *Stat5*^*fl/fl*^ littermates. (**B**) BMMs were treated with IL-3 (1 ng/mL) and cells were further cultured in the presence (pOC) or absence (BMM) of RANKL for two days. Levels of *Id1* and *Id2* mRNA were assessed by quantitative real-time PCR. Data represent mean ± SD of triplicate samples. **P < 0.01; ***P < 0.001 vs. control; n.s., not significant. (**C**,**D**) Bone marrow cells were harvested from long bones of *Stat5* cKO mice or *Stat5*^*fl/fl*^ littermates. BMMs were transduced with pMX-IRES-EGFP (control), Id1 or Id2 retrovirus and cultured with M-CSF and RANKL for three days in the presence or absence of IL-3, as indicated. (**C**) Cultured cells were stained for TRAP. (**D**) The number of TRAP-positive MNCs per well was counted. Data are represented as the mean ± SD. ***P < 0.001 vs. control; n = 4. Bar: 100 μm. All results are representative of at least three independent experiments. Data were analyzed using TTEST (**A**) or ANOVA (**B**,**C**).

**Figure 5:**
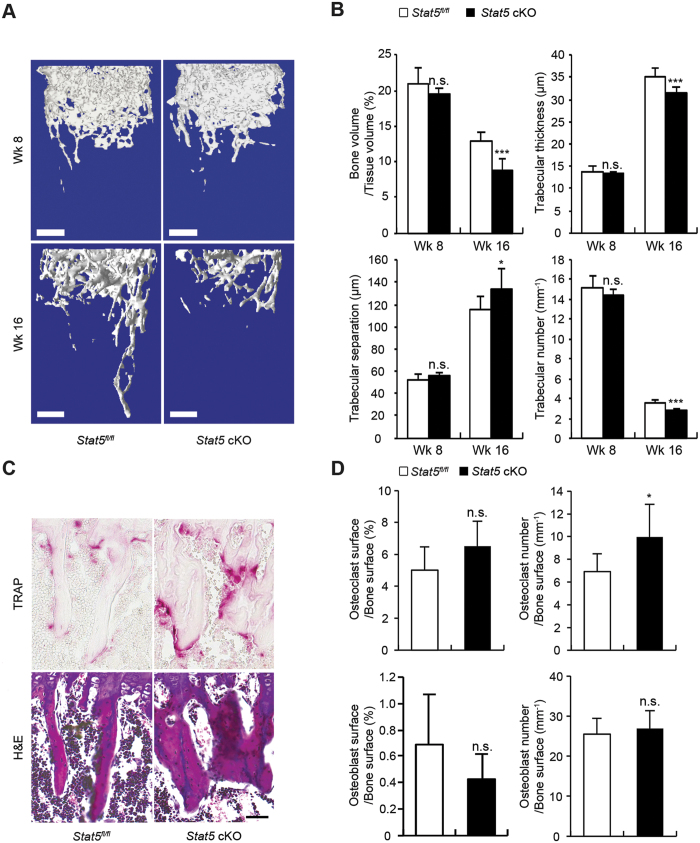
Bone phenotype of STAT5 conditional knockout mice. (**A**,**B**) Long bones obtained from 8-week-old and 16-week-old male *Stat5* cKO mice or *Stat5*^*fl/fl*^ littermates were subjected to μCT analysis. (**A**) Representative three-dimensional images of femurs in *Stat5* cKO mice or *Stat5*^*fl/fl*^ littermates. (**B**) Bone volume per tissue volume, trabecular bone thickness, trabecular separation and trabecular number were assessed from the μCT measurements. Data are represented as the mean ± SD. *P < 0.05; ***P < 0.001 vs. control; n.s., not significant; 8-week-old *Stat5*^*fl/fl*^, n = 5; 8-week-old *Stat5* cKO, n = 5; 16-week-old *Stat5*^*fl/fl*^, n = 9; 16-week-old *Stat5* cKO, n = 7. (**C**,**D**) Long bones obtained from 16-week-old male *Stat5* cKO mice or *Stat5*^*fl/fl*^ littermates were subjected to histomorphometric analyses. (**C**) Hematoxylin and eosin (H&E) and TRAP staining of histological sections of proximal tibiae. (**D**) Osteoclast surface per bone surface, osteoclast number per bone surface, osteoblast surface per bone surface, and osteoblast number per bone surface were assessed. Data are represented as the mean ± SD. *P < 0.05 vs. control; n.s., not significant; *Stat5*^*fl/fl*^, n = 7; *Stat5* cKO, n = 5. Bars: (**A**) 500 μm; (**C**) 100 μm. Statistical analyses were implemented in TTEST.

**Figure 6:**
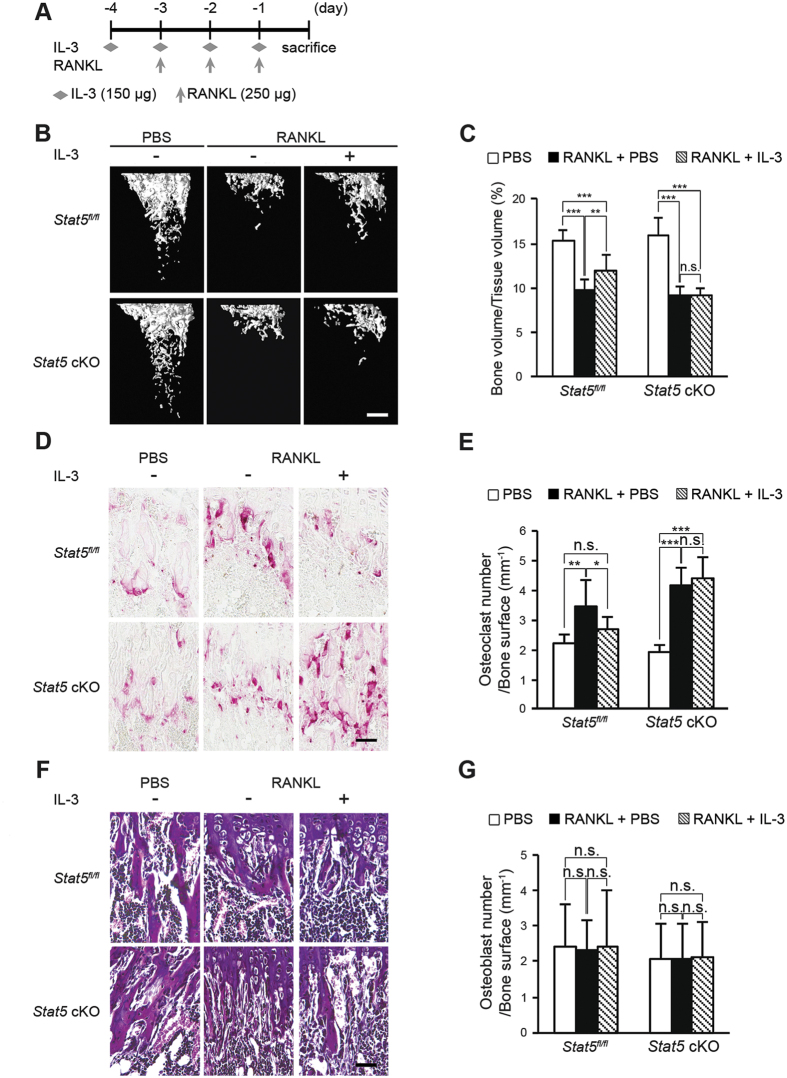
Administration of IL-3 reduces bone loss through STAT5 activation. (**A**–**G**) 8-week-old *Stat5* cKO mice or *Stat5*^*fl/fl*^ littermates were intraperitoneally administrated PBS, RANKL, with or without IL-3. Long bones obtained were subjected to μCT and histomorphometric analysis (**A**) Illustration of IL-3 administration strategy. (**B**) Representative three-dimensional images of femurs in *Stat5* cKO mice or *Stat5*^*fl/fl*^ littermates. (**C**) Bone volume per tissue volume was assessed from the μCT measurements. Data are represented as the mean ± SD. **P < 0.01; ***P < 0.001 vs. control; n.s., not significant; (PBS *Stat5*^*fl/fl*^ n = 8, *Stat5* cKO n = 8, RANKL *Stat5*^*fl/fl*^ n = 10, *Stat5* cKO n = 10, RANKL and IL-3 *Stat5*^*fl/fl*^ n = 14, *Stat5* cKO n = 11). (**D**) TRAP staining of histological section of proximal tibiae. (**E**) Osteoclast number per bone surface was assessed. Data are represented as the mean ± SD. ***P < 0.001 vs. control; **P < 0.01 vs. control; *P < 0.05 vs. control. n.s. not significant; n = 8. (**F**) Hematoxylin and eosin (H&E) stain of proximal tibiae. (**G**) Osteoblast number per bone surface was assessed. Data are represented as the mean ± SD. n.s., not significant; n = 8. Bars: (**B**) 500 μm; (**C**,**D**) 100 μm. All data were analyzed using ANOVA.

How the deposited data were processed for this re-analysis (not part of the article)

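The data are bulk RNA sequencing libraries of mouse BMMs, 1 for each of 4 conditions: *Stat5* fl/fl cells with M-CSF (30 ng/mL), with M-CSF and RANKL (100 ng/mL), or with M-CSF, RANKL and IL-3 (1 ng/mL), and *Stat5* cKO cells with M-CSF, RANKL and IL-3. The authors prepared libraries with a TruSeq RNA kit, sequenced them on a HiSeq2000 system, aligned reads to mm10 with TopHat2 2.0.13 and estimated FPKM values per RefSeq transcript with Cufflinks 2.2.1 before they deposited the table, according to the methods and the submitters' processing notes. The unit is not written in the table, and FPKM was inferred from the software and from the values, which are not whole, are never negative and differ in their sums between libraries. The options of the alignment and of the estimation are not given in the sources used here. Each of the 4 columns was assigned to its sample through the description given in the sample labels.

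The table held 33170 transcripts of 23920 genes, of which 8778 transcripts were at 0 in all 4 libraries. Transcripts were summed per gene ID, and 18911 genes had 1 transcript. Small RNA genes recognised by their symbols were left out, as 46 of them reached the minimum and short transcripts make FPKM estimates unstable; other short RNA genes, such as *Bc1*, and predicted genes were kept. Ratios were taken as log2(FPKM + 1), over 10763 genes with at least 1 FPKM in at least 1 library. The comparisons were RANKL against M-CSF and RANKL with IL-3 against RANKL, both in *Stat5* fl/fl cells, and cKO against *Stat5* fl/fl with RANKL and IL-3. Genes at least 2-fold apart were counted as higher or lower. With 1 library per condition no test between conditions, p-value or standard error for variation between cultures or mice was computed.

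A total of 25 gene lists was fixed before the data were examined, and 474 of their 479 entries were found in the table. The median log2 ratio of each list was set against 10000 random lists of the same size, matched on mean log2 expression in 20 bins, as a description of these libraries. Genes to name were listed by a rule: every gene the paper names, in each comparison the 10 highest and 10 lowest log2 ratios among genes with at least 5 FPKM in at least 1 of the 2 libraries that are neither small RNA genes nor predicted genes, up to 4 members of each list with the largest ratios, and the 10 genes with the largest smallest ratio in the course of *Id1* and *Id2* and in its opposite. The text gives part of these, picked after their values were seen, and not every gene the rule lists is reported here. Genes named outside the rule, among them *Xist*, the Y-linked genes, *Bc1*, *Ccl5*, *Hvcn1*, *Il3ra*, *Retnlg* and several genes apart in the cKO library alone, were chosen after their values were seen.

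Depth was estimated from low values of single-transcript genes of at least 3000 nt, since FPKM times length falls on steps of 1 fragment. The minimum length and the range searched for the step were chosen after the values were seen. Between 69.5% and 72.8% of these low values lay within 0.2 steps of a whole step, where even spacing would give 40%. The step was estimated from the same values, so a share above 40% is partly built in. The estimated depth was 33.2 to 36.8 M fragments per library. Approximate 95% intervals for *Id1* and *Id2* were derived from the fragments this depth implies and cover counting error only. Transcript lengths and gene positions were taken from GENCODE M21 on GRCm38, the assembly also called mm10.

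The ratio, count and list steps were tested on simulated libraries with Poisson counts at the estimated depth and 200 genes changed by known folds. For RANKL against M-CSF, over 10215 genes, 96.8% of 4-fold and 100.0% of 8-fold changes were recovered. These shares were 95.7% and 96.6% for IL-3, and 96.8% and 98.2% for cKO. Of exact 2-fold changes only 5.88% were recovered for RANKL, 20.8% for IL-3 and 21.2% for cKO. The added 1 FPKM pulls these below the threshold. In libraries simulated without any change, 0 of 10380 genes were 2-fold apart in any comparison from counting error alone. The simulation leaves out variation between cultures and mice, so it cannot tell how many of the 2-fold genes such variation gave. Alternatives set at the same stage as the lists were a pseudocount of 0.1 FPKM, scaling by the median ratio or by the upper quartile, a minimum of 5 FPKM or none, small RNA genes kept, and thresholds of 1.5-fold and 4-fold. The most abundant transcript per gene was added after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Supplementary Table 1 of the paper was not used here.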

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

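The test of retained *Stat5*, both tests of scaling between libraries and the count of the 2-fold genes by chromosome were chosen after the results were seen, as were the gene groups and single genes this part picks out. The tests of gene families and of the genes 1.5- to 2-fold apart were set before their results were seen.

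Genes higher with IL-3, most of which the paper does not discuss, stood slightly nearer to their level with IL-3 in the cKO library than in the *Stat5* fl/fl library with RANKL. Over 170 genes at least 4-fold higher with IL-3 and at 5 FPKM or more, the cKO library stood a median of 7.97% (95% interval over genes 6.57% to 10.2%, interquartile range 2.96% to 15.9%) of the way from the *Stat5* fl/fl library with RANKL to the one with RANKL and IL-3. Retained *Stat5* mRNA was 1.40% for *Stat5a* and 2.15% for *Stat5b* of the *Stat5* fl/fl level, and 121 of the genes lay above 4.31%, or 2 times the larger, but the genes were selected for low values in the RANKL library, so variation between cultures can itself raise the share, and the interval does not cover it. With libraries scaled to a common median, which gave 202 such genes, the share was 8.28%, so this scaling did not remove it. The genes were selected again, and the median log2 ratios of -0.15 (IL-3) and 0.13 (cKO) largely offset each other. This scaling could therefore move the share little and does not decide whether scaling is its source. Cells that escaped deletion, signalling by IL-3 that does not need STAT5, a different level in cKO cells with RANKL alone and variation between cultures may each account for it, and these stay open as there are no replicates and no cKO library without IL-3 among the 4.

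Interferon-response genes, which the paper does not discuss, were higher in the cKO library than in *Stat5* fl/fl cells with RANKL and IL-3, with 24 of 28 above 0 (median log2 ratio 0.47, against a central 95% of random lists from -0.02 to 0.28). The genes at least 2-fold higher were *Ifit1* (3.97 FPKM in *Stat5* fl/fl and 11.2 FPKM in cKO), *Ifit3* (5.28 and 14.2 FPKM), *Isg15* (16.1 and 40.1 FPKM), *Cxcl10* (26.0 and 53.4 FPKM) and *Rtp4*, of which *Cxcl10* (log2 ratio 0.87) and *Rtp4* (0.92) were under 2-fold with median scaling. The median was 0.36 after scaling to a common median (central 95% of random lists up to 0.15). Such scaling moves the list and the random lists alike, so it adds little to the comparison without scaling. That comparison, with the list above the random lists, already argues against a shift of all genes as the whole cause. Without scaling, the median was 0.48 over the 16 genes outside the Ifit, Oas, Gbp and Mx families (central 95% of random lists up to 0.33), which argues against reads shared within these families. The list also moved between *Stat5* fl/fl libraries. For RANKL with IL-3 against RANKL, 23 of 28 genes were above 0 (median 0.37, central 95% of random lists up to 0.02). For RANKL against M-CSF the median was -0.20. An effect of STAT5 loss and a difference between the mice or cultures could both give the higher values in cKO. They were not separated, since each genotype has 1 library with RANKL and IL-3. The methods state that both genotypes received poly I:C.

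In 14 genes the cKO library stood at least 2-fold above, and in 8 (*Stat5a* and *Stat5b* among them) below, all 3 *Stat5* fl/fl libraries, and 7 of the 20 with a position lay on chromosome 1, where random genes matched on expression gave 1.29 and 19 of 10000 draws had as many on any chromosome. They were *Chst10*, *Ugt1a6b* (uncertain, as it overlaps its family), *Marco*, *Ctse*, *Npl*, *Rgs16* and *Glul*. Of these, *Npl*, *Rgs16* and *Glul* lie between 153503015 and 153909723. The other genes start far from these, *Chst10* at 38863867, *Ugt1a6b* at 88103252, *Marco* at 120474538 and *Ctse* at 131638306. *Rgs16* stood at 0.17, 6.70, 0.30 and 66.9 FPKM with M-CSF, with RANKL, with RANKL and IL-3, and in cKO. *Glul* stood at 93.8, 129, 105 and 18.3 FPKM in the same order. A candidate explanation is a segment of chromosome 1 from another mouse strain, but of 32 located genes 1.5- to 2-fold apart in cKO alone, 2 (*Gsta3* and *Ptprv*) lay on it against 2.04 in random draws, which argues against an effect that extends to these genes. Genes apart in a single *Stat5* fl/fl library held 15 on chromosome 11 for RANKL, where 41 of 10000 draws had as many on any chromosome. They held 23 for RANKL with IL-3 (102 draws) and 16 for M-CSF (7717 draws). Such gathering was thus seen in some libraries of 1 genotype. However, the 15 and the 23 both include *Ccl2*, *Ccl7*, *Ccl12*, *Ccl6*, *Ccl3* and *Ccl4*, chemokine genes that start between 82035571 and 83662584 and moved together. The draws do not allow for this, so the counts on chromosome 11 give no control for those on chromosome 1. A segment limited to a few genes and an effect of STAT5 loss on these genes stay open, as the reads, which could show strain variants, were not analysed here.

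Other gene groups also stood apart in cKO against *Stat5* fl/fl with RANKL and IL-3, each beyond all 10000 random lists. The median log2 ratio was -2.74 for alternative activation, -1.15 for a list of inflammatory cytokines and NF-κB genes, and 0.56 for cell cycle genes. The inflammatory list went both ways, with 10 of 19 genes lower, chemokine and IL-1 genes among them, and 7 above 0, among them *Nfkbia* (0.67), *Nfkb2* (0.89) and *Relb* (0.59). The labels give male mice, whereas *Xist*, the RNA of the inactive X chromosome, stood at 36.1, 47.0, 31.9 and 36.9 FPKM in the libraries with M-CSF, with RANKL, with RANKL and IL-3, and in cKO. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were listed at 0 in all 4 libraries.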

How the results depend on the processing

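No paired analysis was possible because each condition has 1 library. *Id1* and *Id2* kept their direction in all 3 comparisons under every alternative that gives them a value, and beyond counting error the ratios moved only with scaling. With median scaling *Id2* was at -2.60 for RANKL against M-CSF and 3.33 for RANKL with IL-3 against RANKL, and for cKO against *Stat5* fl/fl *Id1* was at -2.48 and *Id2* at -2.53; with upper-quartile scaling the last was -2.48. With a pseudocount of 0.1 FPKM, 560 genes were lower with IL-3, 379 were higher in cKO, 380 had the course of *Id1* and *Id2* and 267 the opposite course; a smaller pseudocount lets more genes with low values pass the threshold. At a 1.5-fold threshold 1680 genes were higher and 1491 lower with RANKL, 1303 higher and 1371 lower with IL-3, and 907 higher and 957 lower in cKO, with 628 in the course of *Id1* and *Id2* and 621 in the opposite one. At 4-fold these counts were 124 and 162, 175 and 74, 34 and 108, and 31 and 24. With small RNA genes kept, the correlation across genes of RANKL against M-CSF with cKO against *Stat5* fl/fl was 0.55, and the cause was not tested. The median of the erythroid and megakaryocyte list with RANKL, which was -1.45 over 3 measured genes, was 0.0006 with no filter, which adds genes near 0. The other 77 values of the *Id1* and *Id2* ratios, counts and correlation stayed within counting error, within 1.5 times for counts, or within 0.1 for the correlation. Of the values of named genes and lists, 4040 moved by less than 1.5-fold and 102 by more. Of the 102, 81 moved with the pseudocount and 10 with the most abundant transcript per gene, an alternative chosen after seeing the data. Part of the 4040 could not move. The minimum FPKM and the keeping of small RNA genes leave the ratio of a single gene unchanged. The most abundant transcript leaves genes with 1 transcript unchanged, *Id1* and *Id2* among them. Median scaling changed the sign of 5 list medians: amino acid stress with RANKL, glycolysis and oxidative phosphorylation in cKO, and housekeeping and proton pump genes with IL-3. The depth is not given, and the counting error rests on its estimate.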

Differences from the paper's values

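The paper gives no RNA sequencing values in its text. It reports from real-time PCR in BMMs and in pre-osteoclasts that IL-3 was accompanied by higher *Id1* and *Id2* but not *Id3* (Fig. 4B). In the RNA sequencing libraries *Id3* was also higher with RANKL and IL-3 than with RANKL, at 65.6 and 28.5 FPKM (log2 ratio 1.17), a smaller ratio than those of *Id1* (3.79) and *Id2* (3.16). The legend gives 2 days of culture for the PCR and the labels 24 h for the libraries, and the assays differ.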

Other observations

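The genes and lists in this part were picked from the planned tables after their values were seen. Of 9 genes of the IL-3, M-CSF and RANKL receptors and their signalling, 5 were within 2-fold in all 3 comparisons, namely *Il3ra*, *Csf2ra*, *Jak1*, *Jak2* and *Traf6*. *Csf1r*, the M-CSF receptor gene, stood at 670.4, 227, 365 and 269 FPKM with M-CSF, with RANKL, with RANKL and IL-3, and in cKO, and *Tnfrsf11a*, which encodes RANK, at 35.8, 61.4, 19.9 and 48.6 FPKM. *Csf2rb*, the beta chain shared by the IL-3, IL-5 and GM-CSF receptors, stood at 32.2 FPKM with M-CSF, 64.2 with RANKL, 165 with RANKL and IL-3, and 41.3 in cKO; reads shared with the close copy *Csf2rb2* (16.5, 47.3, 52.7 and 29.7 FPKM) cannot be excluded. Of 18 immediate early genes and MAPK feedback genes, 8 were higher and 2, *Ier3* and *Dusp6*, lower with RANKL (median log2 ratio 0.58). *Dusp6*, a phosphatase gene of the ERK pathway, stood at 66.2, 9.25, 47.5 and 19.5 FPKM in the same order, whereas *Dusp4*, another, stood at 10.9, 33.3, 13.8 and 37.8 FPKM. *Cx3cr1*, the fractalkine receptor gene, was lower with each addition in *Stat5* fl/fl cells, at 68.0, 15.1 and 3.26 FPKM, and stood at 19.7 FPKM in cKO. Of 18 genes for subunits of the vacuolar proton pump, 16 were within 2-fold with RANKL, *Atp6v0d2* was higher and *Atp6v0a1* lower. *Atp6v0a1* was at 62.6, 7.83, 95.4 and 17.0 FPKM, and *Atp6v0d2* at 2.38, 98.5, 27.5 and 34.1 FPKM.

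All 23 genes of oxidative phosphorylation were above 0 on the log2 scale for RANKL against M-CSF (median 0.45, percentile 99.2 of random lists). Of 14 neutrophil genes, 0 were above 0 with RANKL (median -0.75), and 13 were above 0 with IL-3, all but *Retnlg* (median 0.43). In cKO 12 of them were below 0 (median -0.43). The 3 measured erythroid and megakaryocyte genes were above 0 with IL-3 (median 3.94) and below 0 in cKO (median -2.80). These medians rest on *Pf4* and *Ppbp*. *Itga2b*, the third, was within 2-fold in both comparisons (log2 ratios 0.08 and -0.43). It stood at 0.73 FPKM with RANKL, 0.83 with RANKL and IL-3, and 0.36 in cKO. The platelet chemokine gene *Pf4*, which macrophages also express, stood at 657, 115, 1782 and 255 FPKM. Of listed markers, 3 of 14 for mast cells and basophils (*Mcpt8*, *Gata2*, *Hdc*), 2 of 16 for lymphoid cells (*Cd79b*, *Nkg7*) and 2 of 16 for stromal cells and osteoblasts (*Runx2*, *Dcn*) reached 1 FPKM in any library. For eosinophils 4 of 8 did (*Prg2*, *Siglec5*, *Ccr3*, *Ear2*), and these went both ways: with RANKL and with RANKL and IL-3 *Siglec5* stood at 0.26 and 2.82 FPKM, *Ear2* at 0.54 and 2.56 FPKM, *Ccr3* at 3.24 and 1.14 FPKM and *Prg2* at 1.34 and 1.19 FPKM.

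The paper reports real-time PCR of osteoclast genes in cells cultured with RANKL and IL-3 (Fig. 3C), a separate experiment. Its legend gives 2 days of culture, against 24 h in the labels of the libraries, so the values are not directly comparable. In the sequenced libraries *Fos* stood at 42.0 FPKM with M-CSF, 262 with RANKL, 86.8 with RANKL and IL-3, and 195 in cKO. *Oscar* was under 1 FPKM in every library, at 0.02, 0.70, 0.00 and 0.22 FPKM. For the dendritic cell surface markers that the paper measured by FACS in cells with activated STAT5A (Supplementary Fig. 4), *Cd80* stood at 5.22 FPKM with RANKL, 11.0 with RANKL and IL-3 and 8.23 in cKO. *Cd86* stood at 2.43, 10.3 and 3.34 FPKM, and *H2-Ab1*, an MHC class II gene, at 22.5, 56.8 and 22.3 FPKM. *Il3* itself was listed at 0 in all 4 libraries. Of other genes the paper names, *Mitf* stood at 9.89 FPKM with M-CSF, 32.6 with RANKL, 12.3 with RANKL and IL-3, and 18.4 in cKO, *Spi1* at 268, 403, 337 and 382 FPKM, *Dusp1* at 27.7, 25.8, 34.3 and 30.7 FPKM, and *Dusp2* at 0.81, 4.59, 1.32 and 3.93 FPKM in the same order.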
